A study of Escherichia coli str. K-12 substr. MG1655 with 6 samples.

How the data were processed

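The series measured the transcriptome of Escherichia coli K-12 MG1655 by RNA sequencing in 6 cultures. Per the labels, 3 cultures carried a plasmid for knockdown of insertion sequences and 3 carried a mock-silencing plasmid as the control. Insertion sequences (IS) are short mobile DNA elements that encode little more than their own transposase. The silencing tool is a CRISPR system with dCas, a Cas nuclease that binds the DNA matched by a spacer without cutting it and can block transcription there. Per the labels, growth was at 37 °C in a minimal medium that held chloramphenicol and glucose (0.2%), and cells were taken at an optical density of 1. The labels' protocols name depletion of ribosomal RNA, DNase treatment and Illumina libraries from total RNA, and they state no strand-specific step.

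Per the file headers, the authors' tables for each library gave raw read counts for 4498 genes, once for all reads assigned to a gene and once for uniquely placed reads, on a masked version of the genome sequence U00096.3. The deposited tables also gave TPM and RPKM per gene, which the authors computed from those counts and the gene length. The RPKM values deposited by the authors were used here only to recover the number of mapped reads per library. The deposited TPM values were not used in any comparison. The gene length and the annotation coordinates, deposited by the authors, are other values with no normalisation. A further deposited table held log2 values per gene and library. In each library these log2 values from the authors equalled log2 of the total count plus 0.5 minus a constant, and the constants matched TMM effective library sizes over all 4498 genes. The mapper's version and settings, the masked positions and the use of strand are stated neither in the file headers nor in the labels. The deposited annotation lists 4 CRISPR spacers of 30 nt each, named as silencers of IS1, IS3, IS5 and IS150. It also lists added element sequences of 768 bp (IS1A), 1258 bp (IS3), 1195 bp (IS5), 1199 bp (IS5y) and 1443 bp (IS150).

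Masking affects what an IS count means. Of 37 listed genes of the 4 families matched by a spacer, 9 had any read, so reads from all copies of a family were collected on 1 or a few copies. The position of a transcript among the copies cannot be read from these counts. Counts of each family were therefore summed before testing. The families were defined by gene name: insA and insB for IS1, insE and insF for IS3, insH for IS5, insJ and insK for IS150, insC and insD for IS2, insG for IS4, insI for IS30, insL for IS186, and insN and insO for IS911. Genes that lie within another gene had no uniquely placed reads (13 of 13 such genes with at least 10 reads, against 3 of 4337 other genes). Their counts are shared with the gene around them and are uncertain.

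Total counts per library were 9127029, 13681590 and 11139287 in knockdown libraries 1 to 3 and 12418474, 10450005 and 13193808 in control libraries 1 to 3. Reads placed at several positions made up 0.838% to 0.954% of these, and ribosomal RNA genes 0.238% to 0.343%. The transfer-messenger RNA gene ssrA took 11.5% to 13.6% of the reads in each library. The biological coefficient of variation between replicates was 6.33%.

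Differential expression was tested on the total counts as deposited with edgeR 4.0.16 (quasi-likelihood F-test, TMM normalisation, filterByExpr, prior count 0.125) in R 4.3.3, with group as the only term. SE values of log2 fold changes were derived from this test, as the absolute log2 fold change divided by the square root of F. P-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p of 0.05. "Adjusted p" without another tool's name refers to this test, and normalised counts are TMM-scaled CPM, the counts relative to a fixed library size. Gene sets were tested with camera (limma 3.58.1, preset correlation 0.01), with fry and with camera's estimated correlation beside it. The neighbour sets held the nearest gene within 2000 bp of each IS copy, first on the transposase's own strand past its 3′ end, then on all other flanks, and genes that contain a copy were kept apart. Calls in these sets were compared with the remaining genes by a two-sided Fisher's exact test. The 4 preset sets covered flagellar and chemotaxis, SOS, heat shock and RpoS-dependent genes, with membership from general knowledge of E. coli. 44 of the 46 RpoS-dependent names were tested. The scripts were tested on simulated counts with 200 of 4246 genes changed, in which 93 of 100 genes changed by 1 log2 unit and 72 of 100 changed by 0.5 were recovered, with 9 false calls.

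Named genes followed a rule set, like the tests, the gene sets and most alternatives, before the data were examined. It took all 9 IS families and the 2 most changed genes of each targeted family. It added the 5 largest rises and 5 largest falls among non-IS genes with an adjusted p under the threshold, no overlap between the groups and a mean of at least 1 CPM. It also took up to 5 neighbour genes past the threshold, by p, and flhD and flhC. Genes named outside it are described as chosen after their values were seen. The alternatives covered DESeq2 1.42.0, limma voom, limma on the authors' log2 values, other scaling factors and count filters, uniquely placed reads, ribosomal RNA genes left out, a replicate block, and each library left out in turn. Gene names and locus tags were matched to a RefSeq gene table (assembly ASM584v2) for 4488 of 4498 genes. Coordinates are those of the count tables on U00096.3 unless the annotation is named. Plasmid-encoded features such as dCas were not analysed here.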

Results

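RNA was sequenced from 6 cultures of E. coli K-12 MG1655, 3 with the IS knockdown plasmid and 3 with the mock-silencing control plasmid. Total gene counts ranged from 9127029 to 13681590 per library, and the depth of the groups overlapped. Of 4498 listed genes, 4254 had enough reads to be tested. Pearson correlations of log CPM across genes were 0.993 to 0.995 within groups and 0.985 to 0.990 between groups. Replicates differed by more than sampling noise, with chi-square values per degree of freedom of 6.73 to 24.1 within groups, so no library was a repeat copy of another. The labels name them as separate samples. The first principal component held 54.9% of the variance and separated all 3 knockdown libraries from all 3 controls. The labels name no sequencing batch.

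The comparison first asked whether transcripts of the IS families matched by the 4 annotated spacers were lowered. IS5 counts fell from 2754 ± 140 CPM in the controls to 103 ± 4.78 CPM in the knockdown (SD, n = 3 each), a log2 fold change of -4.74 (SE 0.066, edgeR adjusted p = 1.79e-15). The knockdown mean was 3.74% of the control mean, a 26.7-fold decrease. In reads, IS5 had 1002, 1341 and 1244 in the knockdown libraries and 33737, 27678 and 34696 in the controls, all on insH1_1 (b0259, U00096.3, 274101 to 275117, minus strand). The 10 other insH genes in the count tables had no reads, so this value describes IS5 as a family and not that copy. IS3 fell from 117 ± 6.08 to 76.0 ± 3.37 CPM, a log2 fold change of -0.62 (SE 0.061, edgeR adjusted p = 9.91e-06). IS1 fell from 420 ± 18.4 to 329 ± 1.84 CPM, a log2 fold change of -0.35 (SE 0.050, edgeR adjusted p = 2.74e-04). IS150 did not differ beyond the replicate spread, at 11.5 ± 0.44 against 11.2 ± 0.85 CPM (log2 fold change 0.03, SE 0.11, edgeR adjusted p = 0.899). It had only 114 to 154 reads per library, so a small change was not detectable at this depth, and without control library 1 the value was -0.02. Over all features tested, 3 of the 4 families passed the threshold, and the same number passed when adjusted over the list alone. Among the settings that kept each family whole, upper-quartile scaling moved the IS1 and IS5 values most, together with IS3, to -0.29, -4.68 and -0.56.

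**Figure D1:**
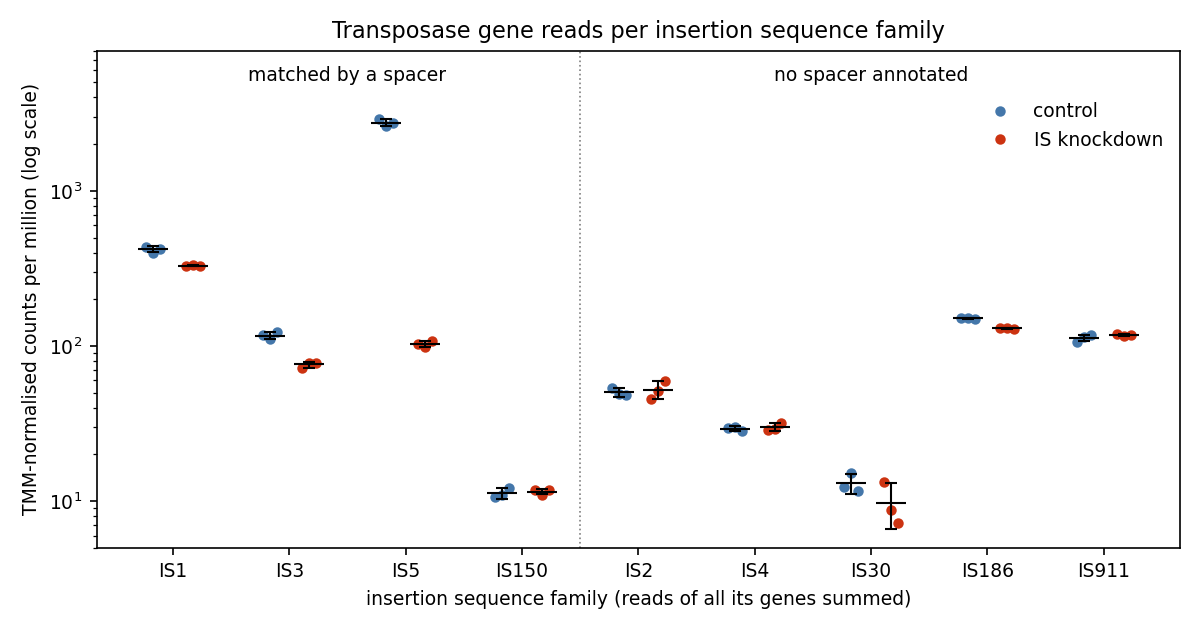
TMM-normalised counts (CPM, log scale) of each IS family, with its genes summed, in the 3 control (blue) and 3 knockdown (red) libraries; points are libraries, and bars are the mean and SD. IS5 fell from a mean of 2754 to 103 CPM, IS3 and IS1 fell less, and IS150 did not move beyond the replicate spread.

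The 5 IS families with no annotated spacer gave the background for this comparison. IS2, IS4 and IS911 had log2 fold changes of 0.06, 0.04 and 0.06, with edgeR adjusted p of 0.706, 0.779 and 0.545. Few IS2 reads were uniquely placed, and with these alone the IS2 value was 0.33 (edgeR adjusted p = 0.382). Leaving out knockdown library 3 turned the IS2 value to -0.04 and the IS4 value to -0.0068. IS30 had a log2 fold change of -0.43 (SE 0.18, edgeR adjusted p = 0.145), and without knockdown library 1 it was -0.69 with an adjusted p of 0.00883. Its genes insI1_3 and insI1_4, which held most of its reads, had no uniquely placed reads, which makes its count uncertain. IS186 fell from 151 ± 1.41 to 130 ± 1.47 CPM, a log2 fold change of -0.22 (SE 0.051, edgeR adjusted p = 0.0136). Its copies share most of their reads, and with uniquely placed reads the change was -0.01 and the call was lost. Those reads are too few to decide on a change of this size. The IS186 call was also lost under upper-quartile scaling (-0.16), without knockdown library 3 (adjusted p = 0.0797) and without control library 1 (adjusted p = 0.0535). 1 of these 5 families passed the threshold over all features, and 1 when adjusted over the list alone.

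Single genes within the targeted families changed unequally. In IS1, insA_1 (b0022, 20233 to 20508, minus strand) fell from 108 ± 2.58 to 24.4 ± 2.26 CPM, a log2 fold change of -2.14 (SE 0.070, edgeR adjusted p = 6.67e-11). The divergent copy's insA_7 (b4294, 4518527 to 4518802, plus strand) fell from 19.6 ± 3.29 to 1.80 ± 0.44 CPM, a log2 fold change of -3.48 (SE 0.19, edgeR adjusted p = 2.68e-08). In contrast, insB1_1 (b0021, 19811 to 20314), which overlaps the end of insA_1 and held most IS1 reads, had 298 ± 2.93 CPM against 285 ± 12.8 in the controls (log2 fold change 0.07, edgeR adjusted p = 0.424). The corresponding insB1_7 (b4576) fell by 0.83 on the log2 scale (edgeR adjusted p = 0.00206). The insB genes were chosen after their values were seen. In IS3, insF1_2 (b0372, 391739 to 392605, minus strand) fell by 0.41 on the log2 scale (SE 0.057, edgeR adjusted p = 3.11e-04). Its partner insE1_2 (b0373, 392602 to 392901) had 0 reads in every knockdown library and 127 to 242 in the controls, and was at least 60.4-fold lower when the knockdown was set at 3 counts per library. Both lie within the gene yaiT, which is annotated on the opposite strand, and share reads with it, so their separate values are uncertain. The IS150 genes insJ (b3557) and insK (b3558) had log2 fold changes of 0.03 and 0.02. The sign of insJ turned without knockdown library 3 (-0.0095), and that of insK without control library 1 (-0.084).

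Across all genes, 458 of 4254 had an adjusted p under 0.05 in the edgeR quasi-likelihood test, 196 higher and 262 lower in the knockdown. Most changes were small. The median absolute log2 fold change of the 458 genes was 0.40, 287 of them changed by less than 0.5, and 31 changed by 1 or more (10 higher, 21 lower). The 2 groups did not overlap for 29.8% of the tested genes, where chance gives 10%. The share of higher genes depended on the scaling: upper-quartile factors gave 301 higher and 154 lower genes, or 66.2% higher against 42.8% with TMM, with 350 genes shared with the TMM calls. Those factors moved the median log2 fold change of all genes from 0.0041 to 0.070, so small changes in either direction rest on the choice of scaling. The number of calls also rested on single libraries, with 258 calls without knockdown library 3, 271 without control library 1 and 285 without control library 3.

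**Figure D2:**
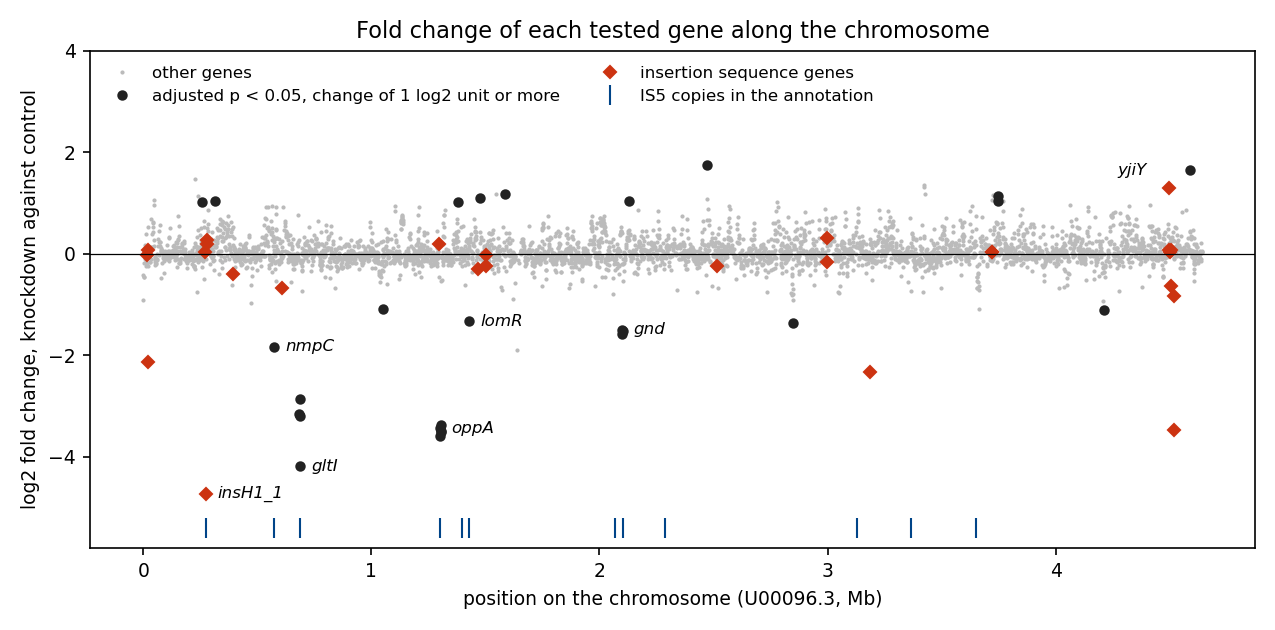
Log2 fold change (knockdown against control) of each tested gene by its position on the chromosome (U00096.3, in Mb), without insE1_2, which had 0 knockdown reads; black points passed an adjusted p of 0.05 with a change of 1 log2 unit or more, red diamonds are IS genes and blue ticks are the 12 annotated IS5 copies. The deepest falls outside IS genes, gltI at -4.19 and the opp genes between -3.60 and -3.39, stand beside IS5 copies.

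The 5 largest rises were smaller than the 5 largest falls. The gene yjiY (b4354, 4589129 to 4591279, minus strand) rose from 139 ± 58.9 to 436 ± 41.3 CPM, a log2 fold change of 1.65 (SE 0.20, edgeR adjusted p = 6.51e-05). Its control libraries were unequal, at 109, 207 and 102 CPM, all below the lowest knockdown value of 403. The other 4 were lowly expressed, with knockdown means of 1.85 to 4.11 CPM. They were yfdN (b2357, 2472387 to 2472881, 0.53 to 1.85 CPM, log2 fold change 1.76, edgeR adjusted p = 0.00955), ydeR (b1503, 1.17), yiaO (b3579, 1.14) and ynbB (b1409, 1.09). The lowest quartile of expression as a whole had a median log2 fold change of 0.24. The calls for yfdN, ydeR and ynbB were each lost without knockdown library 3, with edgeR adjusted p of 0.0516, 0.109 and 0.0936, and also without control library 1, at 0.0536, 0.0719 and 0.0600. The ydeR call was lost without control library 2 as well (0.0595), and the ynbB call without control library 3 (0.0514).

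The 5 largest falls among non-IS genes came from 2 transport operons. The gene gltI (b0655, 686839 to 687747, minus strand) encodes the binding protein of a glutamate and aspartate transporter. It fell from 373 ± 15.6 to 20.4 ± 0.84 CPM, a log2 fold change of -4.19 (SE 0.065, edgeR adjusted p = 1.51e-14). The oligopeptide transporter gene oppA (b1243, 1301182 to 1302813, plus strand) fell from 3592 ± 137 to 331 ± 13.0 CPM, a log2 fold change of -3.44 (SE 0.059, edgeR adjusted p = 2.28e-14). Its operon partners oppB (b1244), oppC (b1245) and oppD (b1246) had log2 fold changes of -3.60, -3.51 and -3.50, with SE between 0.058 and 0.064. The remaining genes of the 2 operons were chosen after their values were seen: oppF at -3.39, gltJ at -3.20, gltK at -2.86 and gltL at -3.16. In all 9 genes, 0% of the reads had several positions. Flanking genes, also chosen after their values were seen, changed far less. Across the IS5 copy from each operon, lnt changed by -0.19 (edgeR adjusted p = 0.109, and 0.0419 without control library 2) and ychE by -0.46 (edgeR adjusted p = 0.00222). Past the other end of each operon, rihA changed by 0.27 (edgeR adjusted p = 0.0145, and 0.0510 and 0.0847 without control libraries 1 and 3) and yciU by -0.53 (edgeR adjusted p = 4.06e-04).

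The next comparison asked whether genes beside the targeted elements changed. The count tables list 7 copies of IS1, 5 of IS3, 11 of IS5 and 1 of IS150. Downstream on the transposase strand, 7 of 9 neighbours were tested and 2 were called, both lower, against 443 of 4184 remaining genes (Fisher's exact p = 0.165). When adjusted over the list alone, 2 were lower and 1, flhD, was higher. The set's median log2 fold change was -0.07, with a camera adjusted p of 1.62e-16, a fry adjusted p of 1.06e-06 and 0.0020 with camera's estimated correlation. This result rested on gltI and gnd, and without both the camera adjusted p was 0.896. The gene gltI starts 249 bp past insH1_3, and gnd (b2029, 2099862 to 2101268, minus strand) starts 626 bp past insH1_7. The gnd value fell from 1052 ± 43.4 to 372 ± 12.7 CPM, a log2 fold change of -1.50 (SE 0.052, edgeR adjusted p = 1.25e-10). Among the 36 tested neighbours on other flanks, 7 were called (4 lower), with a Fisher's exact p of 0.0989, a camera adjusted p of 0.704 and a fry adjusted p of 0.481. 7 were also called when adjusted over the list alone (4 lower, 3 higher). They included slp (b3506, -0.45), uspC (b1895, -0.64) and gfcA (b0987, -1.09), with edgeR adjusted p of 2.22e-04, 7.54e-04 and 0.00290. The other 4 were chosen after their values were seen. Of these, rpsT (b0023, -0.25) was lower, while eaeH (b0297, 1.05), ynaI (b1330, 0.53) and gatD (b2091, 0.23) were higher, with edgeR adjusted p of 0.0116, 0.0242, 0.00415 and 0.00596. The rpsT call was lost without knockdown library 3, control library 1 or control library 3 (0.103, 0.0522 and 0.0532), and the eaeH call without knockdown library 1, knockdown library 3 or control library 1 (0.0562, 0.107 and 0.115). The rise of eaeH, 62 bp from an IS3 copy, was about as large as the fall of gfcA, 88 bp from an IS1 copy. The IS1 copy insB1_5/insA_5 lies 320 bp from flhD (b1892, log2 fold change 0.18, edgeR adjusted p = 0.0525), the first gene of the operon for the flagellar master regulator. The second gene, flhC (b1891), had a log2 fold change of 0.11 (edgeR adjusted p = 0.252).

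A further IS5 copy, b4711 (insH21), is listed in the deposited annotation at 1299568 to 1300547 of U00096.3 and has no entry among the counted genes. It lies between ychE and oppA, 634 bp before oppA, and the annotation gives no strand for it. It was therefore added only as an alternative, after the data were seen. With b4711 taken on the plus strand, oppA joined the downstream set, whose camera adjusted p became 6.54e-40. With the minus strand, oppA joined the other flanks, and their camera adjusted p became 0.00515. The annotation also lists an IS1 copy with no entry among the counted genes, insB9/insA9 (257924 to 258620). That copy was not added to the neighbour sets. Of 10 genes that contain a targeted copy, 5 were called, all lower, and 4 of those hold an IS5 copy. The 5 included nmpC (b0553, -1.84), wbbL (b4571, -1.53) and lomR (b4570, -1.34), chosen after their values were seen. The genes nmpC and wbbL lie on the strand of their copy. In contrast, lomR and yhcE (b4569, -0.74, edgeR adjusted p = 0.0275, also chosen after its value was seen) lie on the opposite strand. With uniquely placed reads the lomR value was -0.91 (edgeR adjusted p = 6.64e-04). The 5 also included yaiT, which shares reads with the IS3 genes inside it, so its call is not separate from the IS3 fall. The gene ugd (b2028, -1.58), next to gnd, was also chosen after its value was seen.

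**Figure D3:**
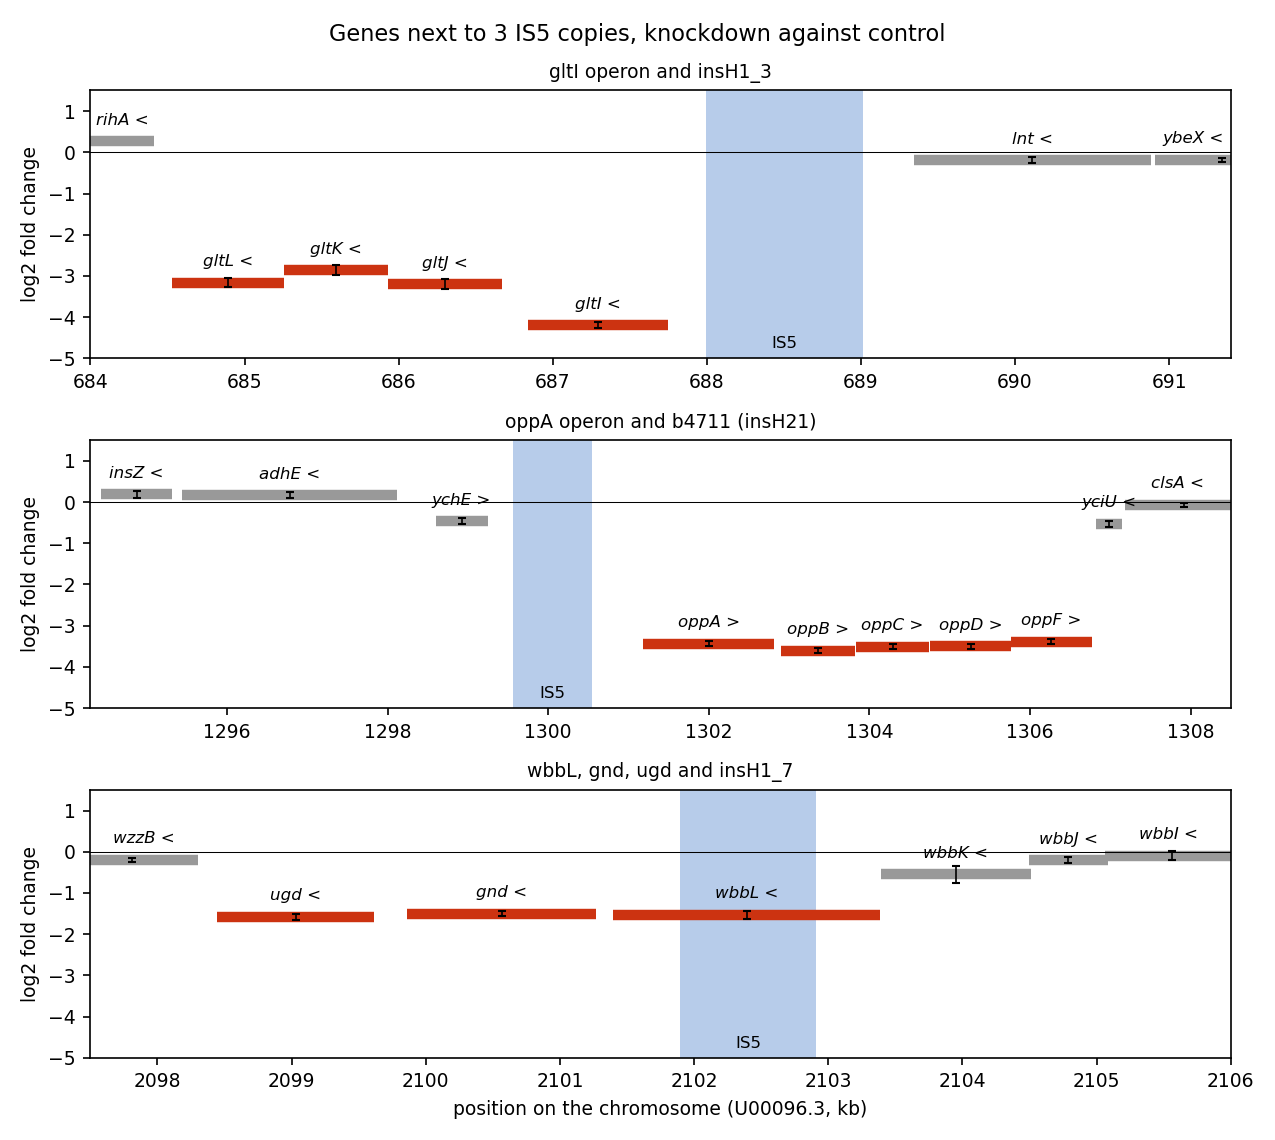
Log2 fold change (bars span each gene; whiskers are the SE) against chromosome position (U00096.3, in kb) around 3 IS5 copies (blue), with arrows for gene strand; red genes passed an adjusted p of 0.05 with a fall of 1 log2 unit or more. The glt genes reached -4.19, the opp genes -3.60, and ugd, gnd and wbbL lay between -1.58 and -1.50. The flanking genes lnt, ychE and yciU were at -0.19, -0.46 and -0.53. At the third copy the flanking gene wbbK, chosen after its value was seen, was at -0.55 (SE 0.21, edgeR adjusted p = 0.117).

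The last comparison asked whether 4 known regulons moved. All 54 flagellar and chemotaxis genes were tested, 53 had a positive log2 fold change, and the median was 0.57 (quartiles 0.41 and 0.66). Of these, 43 were called higher over all genes and 47 when adjusted over the list alone. None was called lower, also at an unadjusted p under 0.05 (0 genes). The camera adjusted p over the 4 sets was 2.05e-35. The SOS set had a median of 0.15 (28 of 31 positive, 4 called higher and 5 when adjusted over the list alone), with a camera adjusted p of 0.0230. The RpoS-dependent set had a median of -0.11 (32 of 44 negative, 15 called lower and 17 when adjusted over the list alone), with a camera adjusted p of 2.73e-04. The heat shock set did not pass, with a median of -0.07 (18 of 24 negative, 4 called lower and 5 when adjusted over the list alone) and a camera adjusted p of 0.0883. Upper-quartile factors moved the medians to 0.63 (flagellar), 0.21 (SOS), -0.04 (RpoS-dependent) and -0.0067 (heat shock) without a change of call. Under fry all 4 sets passed, with adjusted p of 6.48e-04, 0.00161, 0.00161 and 0.0411 in the order given here. With an estimated correlation, only the flagellar set passed (adjusted p = 0.0434), and the SOS and RpoS-dependent sets were both at 0.124. Single libraries decided some of these calls: the SOS adjusted p was 0.0628 without knockdown library 2, and the heat shock adjusted p was 0.0332 without control library 2.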

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

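The alternatives were set before the data were examined, except the addition of yaiT reads or of copy b4711, the inclusion of genes containing a copy, and the removal of gltI and gnd, which were chosen after seeing the data. The falls of IS5, IS3 and IS1 kept their direction and their side of the threshold under every alternative that gave a family value, leave-one-out fits included, where IS5 ranged from -4.78 to -4.70, IS3 from -0.66 to -0.58 and IS1 from -0.39 to -0.32. The addition of yaiT reads is not counted here, since yaiT shares reads with the counted IS3 copy and could only return a similar value. The exception for genes taken singly was insB1_1, whose value of 0.068 goes against the fall of the IS1 family. Its cause was not tested, since this needs read positions. With uniquely placed reads no IS3 or IS30 value could be given, since their counted genes have too few such reads. Set tests were not run with DESeq2 or limma voom.

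The number of genes past the threshold was 229 at an adjusted p of 0.01 (93 higher, 136 lower) and 31 with a change of at least 1 log2 unit (10 higher, 21 lower). These settings are stricter by construction. Upper-quartile factors gave 301 higher and 154 lower genes. Other settings gave 466 calls (DESeq2 size factors), 438 (no count filter), 477 (at least 10 counts in every library), 460 (limma voom), 469 (limma on the authors' values), 516 (uniquely placed reads), 494 (ribosomal RNA genes left out) and 396 (DESeq2, with 330 genes given no adjusted p). Across the 6 fits that each left out 1 library, the calls ranged from 258 to 524, with 106 to 245 higher and 149 to 279 lower. The lowest 3 were 258 without knockdown library 3, 271 without control library 1 and 285 without control library 3. These fits hold fewer samples, yet 524 calls without control library 2 and 505 without knockdown library 2 exceeded the 458 of all 6 libraries.

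The replicate numbers did not pair the libraries: deviations from the group means correlated at -0.151, -0.292 and 0.103 between libraries of the same number. Higher values came from knockdown library 1 with control library 2 (0.277) and knockdown library 2 with control library 1 (0.260). A factor shared by libraries of unlike number therefore stays open, and no block for it was fitted. With the replicate block the calls numbered 269 (111 higher, 158 lower), of which 266 were among the 458, and IS186 (-0.22) had an adjusted p of 0.0545. The block took ydeR and ynbB above the threshold (adjusted p 0.0726 and 0.0625) and, among genes chosen after their values were seen, rpsT and eaeH (0.0505 and 0.0821). Apart from yhcE, yejO, yhiS and wbbK, not examined here, the block changed no other call of a family, a set or a gene named with its change.

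The IS186 call was lost under upper-quartile factors (-0.16) and with uniquely placed reads (-0.011). The latter setting cannot decide on so small a change. Uniquely placed reads were 101 of 3201 for insL1_1, 30 of 1022 for insL1_2 and 180 of 5559 for insL1_3. In the leave-one-out fits IS186 ranged from -0.23 to -0.20, IS30 from -0.69 to -0.26, IS2 from -0.040 to 0.14, IS4 from -0.0068 to 0.072 and IS150 from -0.017 to 0.093. Among single genes, insJ ranged from -0.0095 (without knockdown library 3) to 0.072 and insK from -0.084 (without control library 1) to 0.15 in these fits. The flhD change passed the threshold under upper-quartile factors, limma voom and uniquely placed reads (adjusted p 0.0103, 0.0476 and 0.0444). Of 30 genes chosen after their values were seen, 6 changed sign or call in at least 1 setting: rpsT, eaeH, rihA, lnt, rrfE and ynaJ. The genes yhcE, yejO, yhiS and wbbK were not among these 30 and were not examined in the other settings. The rrfE call was lost with DESeq2 (0.156) and without knockdown library 1, knockdown library 2 or control library 3 (0.0664, 0.0885 and 0.112). The ynaJ value turned to 4.0e-04 under upper-quartile factors and ranged from -0.14 to 0.0023 (without knockdown library 3) in the leave-one-out fits.

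Of the set tests, the heat shock set passed under fry (0.0411), and the SOS and RpoS-dependent sets failed with an estimated correlation (both 0.124). Leave-one-out adjusted p ranged from 0.0099 to 0.0628 for SOS, from 0.0332 to 0.228 for heat shock and from 0.377 to 0.913 for the other neighbours, whose direction turned without knockdown library 2 (0.913). Without gltI and gnd the downstream neighbours turned direction (0.896), and with b4711 on the minus strand the other neighbours passed (0.00515), since oppA then joins them. The causes of the other changes were not tested.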

Other observations

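The tests of chromosomal position, shared reads, GcvB targets and expression level were chosen only after the patterns were seen. So was the comparison of insB1_1 with insA_1. The counts of splits were set before. With 3 libraries against 3 there are 10 splits, so no split count can fall below 1 in 10.

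Of the 17 non-IS genes that fell by 1 log2 unit or more, 13 lay within 5000 bp of an annotated IS5 copy, although 116 of the 4227 tested non-IS genes do. When the gene order was rotated against the copies, 3 of 4227 rotations placed as many falls there (one-sided permutation test over all rotations, p = 7.10e-04, Benjamini-Hochberg adjusted over 8 such tests 0.00568), which argues against chance placement. Within 10000 bp it was 14 of 17 (same permutation test, p = 0.00260). The genes nmpC, wbbL and lomR count as near because they contain an IS5 copy, so their counts may not be separate from it. With uniquely placed reads nmpC was at -1.84 and wbbL at -1.53. The gene lomR, counted in both windows, was at -0.91 with uniquely placed reads, short of 1 log2 unit. For IS1, 1 fall lay within 5000 bp, and the rotation p of 0.152 leaves chance open. None of the 10 strong rises lay within 5000 bp of an IS5 copy (0 genes). The falls clustered at 5 of the 12 IS5 copies, so the rotations, which keep neighbouring genes together, rest on few places. The genes oppA, oppB, oppC and oppD count as near only through b4711, which is listed in the annotation alone. No rotation without b4711, or without nmpC, wbbL and lomR, was run. The remaining 3 falls were gfcA, which lies 88 bp from an IS1 copy, hycA (-1.37) and the 5S ribosomal RNA gene rrfE (-1.10), whose copies share reads and whose call was lost without knockdown library 1, knockdown library 2 or control library 3 (adjusted p 0.0664, 0.0885 and 0.112).

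A candidate explanation is that dCas bound within IS5 copies also blocked transcripts that start in the element or run through it into the next genes. The tables hold several values against other causes. Reads shared between copies are excluded for the 9 opp and glt genes, in which 0% of the reads had several positions. Regulation by the small RNA GcvB, which is known to repress oppA and gltI, is argued against by its other targets, whose median log2 fold change was -0.11 over 19 genes (4 called lower, 2 higher), and by gcvB itself, which fell by 0.61 (adjusted p = 0.00120) where a rise would be needed. Not every IS5 copy goes with the hypothesis, since ynaJ, 272 bp past insH1_4, had a log2 fold change of -0.07 (adjusted p = 0.615; 0.0023 without knockdown library 3), and ynaI, 153 bp from the other end of the same copy, rose by 0.53 (adjusted p = 0.00415). Among genes that contain an IS5 copy, 4 were called lower but yejO and yhiS, chosen after their values were seen, were not. The gene yejO, on the strand of its copy insH1_8, was at -0.06 (adjusted p = 0.632). The gene yhiS, which contains insH1_11 on the opposite strand, was at 0.75 (adjusted p = 0.168). Read positions and the sequence of the strain were not analysed here, so an altered element or an off-target site near these genes stays open.

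In IS1, insA_1 fell by 2.14 on the log2 scale while the overlapping insB1_1 stayed at 0.068 (adjusted p = 0.424). Reads of the IS1 copies other than the divergent one, which had reads of its own, were collected on that copy. The insB1_1 reads could therefore come from transcripts that start inside the element past the blocked site, or outside it in some copies. At the divergent copy insA_7 fell by 3.48 and insB1_7 by 0.83, so there too insA fell further. Whether collection of reads on the copy with insB1_1 explains the difference cannot be told apart from a change within the element. This needs read positions.

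Lowly expressed genes were shifted upward in the knockdown libraries. The median log2 fold change was 0.24 in the lowest quartile of expression (median 3.85 CPM) and -0.05 in the highest (median 244 CPM), a gap of 0.294. A scaling factor moves all genes of a library by the same amount, so by its construction it cannot open such a gap. Residual DNA could raise low genes, but the share of mapped reads outside listed genes was 15.7%, 15.1% and 14.5% in the knockdown and 15.7%, 15.4% and 15.3% in the controls, a mean difference of -0.380 percentage points. A DNA share too small to show in that measure cannot be told apart from a biological change. 2 of the 10 splits of the 6 libraries gave as large a gap, so the grouping of the libraries by the plasmid is not the sole split with this shift.

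For the number of genes past the threshold, 1 of the 10 splits gave as many as 458, the real one. The other 9 gave 0 calls, with 55 to 523 genes at an unadjusted p under 0.05. For the targeted families, 1 of the 10 splits gave as many families past the threshold, again the real one. For the camera p of the gene sets, as small a value came from 1 of the 10 splits for the downstream neighbours, 9 for the other neighbours, 1 for the flagellar and chemotaxis set, 4 for the SOS set, 4 for the heat shock set and 3 for the RpoS-dependent set. Camera's preset correlation gave small p-values for the flagellar set in other splits as well, down to 1.05e-14 against 5.13e-36 for the real split. Each of the other 9 splits still parts the knockdown libraries unevenly from the controls and so keeps some of the group difference, which means that these p-values do not measure how far the genes vary between replicates.

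The flagellar genes rose with a median of 0.57 while flhD and flhC, which encode their master regulator, had log2 fold changes of 0.18 and 0.11. Among genes chosen after their values were seen, those of maltose transport also rose together, with log2 fold changes of 0.74 for malE, 0.76 for malF, 0.74 for malG, 0.80 for malM and 0.73 for lamB. The tryptophan genes trpE, trpD and trpC rose by 0.87, 0.77 and 0.76. The adjusted p of these 8 genes ranged from 2.53e-07 to 0.00132. No explanation was tested for them.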
